A study of Homo sapiens and Mus musculus with 14 samples.

How the data were processed

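Ribosome profiling and mRNA-seq were analysed in mouse gastrocnemius muscle and in the human cell line 293T. Ribosome profiling sequences the short RNA fragments that ribosomes protect from nuclease, here called footprints, and mRNA-seq measures the mRNA from which they come. The mouse libraries came from wild-type C57BL/6 animals aged 9 weeks, with 3 footprint and 3 mRNA-seq libraries. The 293T libraries came from cells with a non-targeting control guide (NTC) and from DROSHA knockout cells (DROSHA KO), both non-clonal, with 2 libraries per genotype and assay. Groups and replicate numbers were taken from the sample titles.

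Per the labels' protocols, muscle and cells were lysed in a polysome lysis buffer, footprint libraries were made with a modified TruSeq Ribo Profile kit, and polyadenylated mRNA was purified for the mRNA-seq libraries. The deposited files hold raw counts per gene, as whole numbers with a different total in each library. The labels and files do not state the aligner, the counter, the genome build, the annotation, the handling of strand, or whether footprints were counted over coding sequence or whole exons. The mouse files list Ensembl gene IDs with zeros kept and end with summary lines in the form that htseq-count writes, including reads without a unique alignment. The human files list symbols with at least 1 count, and a symbol missing from a library was set to 0. Where a human symbol had several entries (257 symbols), their counts were summed.

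These features bear on the measurements. Poly(A) selection leaves out most mRNA of replication-dependent histone genes. Reads shared by near-identical genes, such as histones or ribosomal protein genes and their pseudogenes, may be lost or split in a way that is not stated. Overlapping and antisense genes are uncertain because the use of strand is not stated. A count of footprints depends on the length of the counted region, so a ratio of footprints to mRNA is read as a comparison between libraries or relative to other genes.

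Human symbols were matched to the RefSeq gene table of assembly GRCh38.p14, and 16351 of 16818 symbols matched (97.2%). This table was used for names, gene types and which genes contain an annotated miRNA gene, and no coordinates are given because the build of the files is not stated. The mouse files do not pair gene IDs with names, so mouse genes are given by ID.

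Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, genes passing filterByExpr with a minimum count of 10, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The comparisons were DROSHA KO against NTC in the 4 mRNA-seq libraries, the same in the 4 footprint libraries, the change of translational efficiency (TE, footprints relative to mRNA) as the interaction of assay and genotype over all 8 libraries, and footprints against mRNA in the 6 mouse libraries, where an absolute log2 value of at least 1 was also required. Standard errors were approximated as the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM, counts scaled to a common library size by TMM. Gene sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), two-sided. This correlation was fixed and not estimated, so p-values are too small for sets whose genes vary together more. Plots were drawn with matplotlib 3.10.9.

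Total counts in genes ranged from 3500221 to 6086549 in the 293T footprint libraries and from 4649692 to 6482706 in the 293T mRNA-seq libraries. They ranged from 5024158 to 6889622 in the mouse footprint libraries and from 26829032 to 33757771 in the mouse mRNA-seq libraries. The smallest level taken as detectable was 3 counts, and this floor covers counting error only, because reads without molecular identifiers are not independent molecules. Replicates were compared by a chi-square statistic over genes with at least 20 counts in a pair. The statistic per degree of freedom was between 1.33 and 24.6, above the value of sampling noise in each pair, so no pair was counted as 1 library.

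The genes named were DROSHA, DGCR8, DICER1, XPO5, AGO2 and miRNA host genes that passed the filter, and in each human comparison the 3 largest increases and 3 largest decreases among genes past the threshold with a mean of at least 50 counts in the group where they were higher (for TE, in both assays) and with no overlap of the groups. Not every gene that this rule picked is reported here. In mouse, the 2 highest and 2 lowest IDs were taken among genes with a mean of at least 100 mRNA-seq counts and, in footprints, 100 counts for the highest and 20 for the lowest. The original mouse rule needed gene symbols and was replaced. The grouping, the designs, the rule for named genes and most alternatives were chosen before the data were examined. Leaving out ZNF354B and ST8SIA1, leaving out symbols with several entries, leaving out ENSMUSG00000064339 and crossing the NTC mRNA-seq numbers were chosen after seeing the data.

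The groups share replicate numbers, which come from the sample titles; no label says that same-numbered libraries were handled together. The alternatives were DESeq2 1.42.0, DESeq2 size factors, total-count scaling, no filter, at least 10 counts in every library, an adjusted p-value threshold of 0.1, the replicate number as a block, all 8 human libraries in a single fit, limma on log2(CPM + 1), and leaving out each replicate. The tests were checked on simulated counts with 200 genes changed, of which 98.0% were recovered in the mRNA comparison (12193 genes), 85.0% in the footprint comparison (11735 genes), 78.5% for TE (12524 genes) and 95.5% in mouse (13012 genes). The false share among calls was 3.92%, 7.10%, 5.42% and 4.50% in the same order. Only genes with a mean of at least 50 counts were changed, each 2-fold, with noise drawn from the fitted dispersion trend. These shares do not cover lower counts, smaller changes or other noise.

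Sets of miRNA sites in 3′UTRs, the mouse ribosomal protein set and the mouse mitochondrially encoded set were not analysed here. The planned set of miRNA host genes was not tested because only MIRLET7BHG of its members was listed in these libraries and at least 3 genes were required.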

Results

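The data comprised 14 libraries of gene counts. In mouse gastrocnemius, a calf muscle, 3 footprint libraries held 5024158, 6175947 and 6889622 counts and 3 mRNA-seq libraries held 26829032, 33757771 and 31728126 counts. In 293T, a human embryonic kidney line that carries the SV40 large T antigen, NTC footprint libraries held 5706585 and 3500221 counts and DROSHA KO footprint libraries held 6086549 and 5131874. The NTC mRNA-seq libraries held 6482706 and 5059127 counts, and the DROSHA KO mRNA-seq libraries held 5229678 and 4649692. No sequencing batch or date was given in the labels, so no within-batch comparison was made. DROSHA is the nuclease that cuts primary miRNA transcripts in the nucleus, together with its partner DGCR8.

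To check the labels, the targeted gene was examined first. DROSHA had 1001 and 846 mRNA-seq counts in the NTC libraries and 306 and 275 in the DROSHA KO libraries. Its mRNA level was 160 ± 9.26 CPM in NTC (SD, n = 2) and 59.5 ± 0.87 CPM in DROSHA KO (SD, n = 2), a log2 fold change of -1.42 (SE 0.080) with an adjusted p-value of 2.1e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DROSHA footprints were at 71.9 and 65.2 CPM in the NTC libraries and at 24.6 and 21.4 CPM in the DROSHA KO libraries. Their mean was 68.6 ± 4.73 CPM in NTC (SD, n = 2) and 23.0 ± 2.27 CPM in DROSHA KO (SD, n = 2), a log2 fold change of -1.58 (SE 0.15) with an adjusted p-value of 3.0e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DROSHA was lower in every DROSHA KO library than in every NTC library, and its TE changed by -0.12 (SE 0.15), with an adjusted p-value of 0.934 by the same edgeR test with Benjamini-Hochberg adjustment. Residual DROSHA counts remained in all 4 DROSHA KO libraries. With the replicate number as a block, the log2 fold change of DROSHA was -1.42 for mRNA and -1.58 for footprints, and the correlation of same-numbered deviations between genotypes was 0.024 for mRNA-seq and 0.010 for footprints.

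The other miRNA pathway genes were then compared. DGCR8 mRNA, which holds hairpins that DROSHA cuts, rose from 76.7 ± 1.21 CPM in NTC to 371 ± 16.6 CPM in DROSHA KO (SD, n = 2 each). This was a log2 fold change of 2.28 (SE 0.067), with an adjusted p-value of 6.8e-16 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DGCR8 footprints rose from 31.2 ± 3.18 to 218 ± 5.59 CPM (SD, n = 2 each), a log2 fold change of 2.80 (SE 0.13; adjusted p-value 8.6e-06 in the edgeR test with Benjamini-Hochberg adjustment). The TE change of DGCR8 was 0.55 (SE 0.13) and did not pass adjustment, with an adjusted p-value of 0.460 in the edgeR test with Benjamini-Hochberg adjustment. DICER1 rose by a log2 fold change of 0.92 in mRNA and 0.88 in footprints, and AGO2 by 0.77 and 0.97. XPO5 changed by 0.21 in mRNA, with an adjusted p-value of 0.0060, and by 0.15 in footprints, with an adjusted p-value of 0.427 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). XPO5 mRNA lost significance when all 8 libraries shared a fit, at an adjusted p-value of 0.118 by the edgeR test with Benjamini-Hochberg adjustment. The host transcript MIRLET7BHG had 1 and 0 mRNA-seq counts in NTC and 23 and 14 in DROSHA KO. Since the NTC libraries were under the floor of 3 counts, MIRLET7BHG mRNA was at least 7.15-fold higher in DROSHA KO. Of these 6 genes, 6 passed the threshold in mRNA and 5 in footprints, whether adjusted over the 6 genes alone or over all genes tested. The 5 included MIRLET7BHG, whose footprints had 5 and 3 counts in NTC. Its footprint log2 fold change was 2.26, with an adjusted p-value of 0.019 in the edgeR test with Benjamini-Hochberg adjustment. It did not pass under the DESeq2 Wald test, at an adjusted p-value of 0.088.

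**Figure D1:**
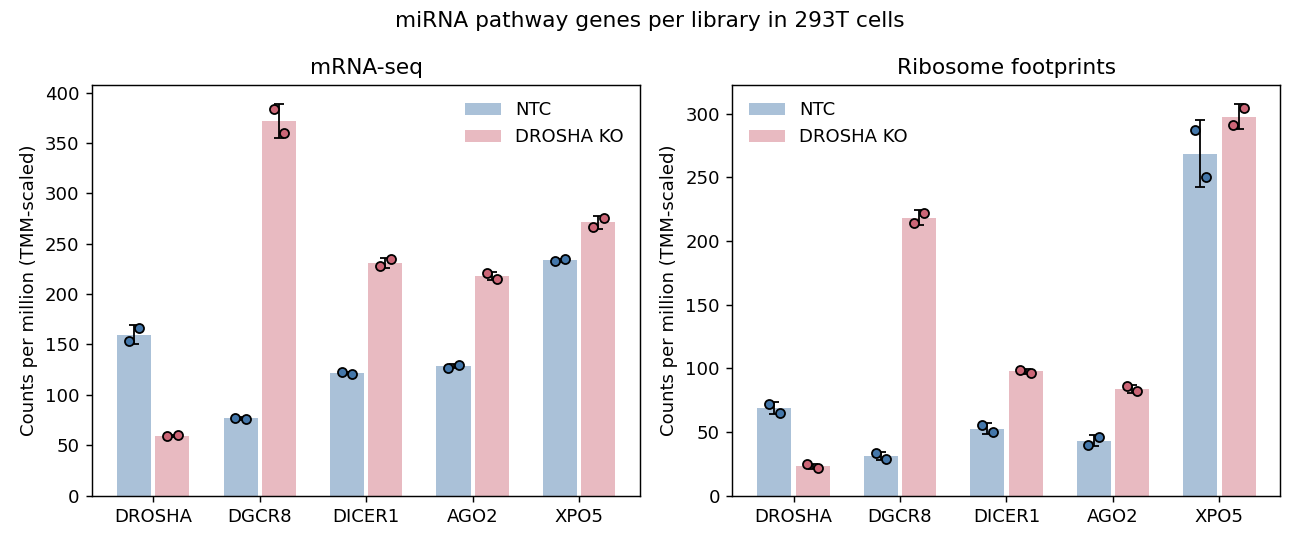
TMM-scaled CPM of 5 miRNA pathway genes in mRNA-seq (left) and footprint (right) libraries of 293T cells; bars are means, error bars the SD of 2 libraries, and points single libraries. DROSHA was lower and DGCR8 higher in DROSHA KO in both assays, with DGCR8 mRNA at 371 against 76.7 CPM.

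To measure the change of mRNA abundance, 12321 genes were tested. Of these, 5271 genes passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2676 higher and 2595 lower in DROSHA KO. Total-count scaling gave 2444 higher and 2865 lower. At least a 2-fold change was seen for 962 of them, 553 higher and 409 lower. The biological coefficient of variation was 4.27%, so small changes passed the threshold. The sample titles give a replicate number only and do not say whether replicates were separately made cell populations. In all 3 human comparisons, the p-values therefore measure spread between libraries, which may leave out variation between cell populations. DESeq2 moved this count most, to 2937 genes, and the fit with the replicate number as a block gave 5518, with a same-numbered correlation of 0.024 between the genotypes. NPPB rose from 0.79 ± 0.83 to 94.6 ± 6.10 CPM (SD, n = 2 each), a log2 fold change of 6.75 (SE 0.23). NPPB had 9 and 1 mRNA-seq counts in NTC, and the value ran from 6.09 to 8.74 when each library was left out in turn, so the size of the change is imprecise. CPA4 rose by 4.67 (SE 0.15) on the log2 scale. SERPINB2 fell from 10.5 ± 1.49 to 1.05 ± 0.67 CPM (SD, n = 2 each), a log2 fold change of -3.32 (SE 0.38), from -4.12 to -2.75 when each library was left out, with 3 and 7 counts in DROSHA KO. MAPK11 changed by -2.96 (SE 0.37) and STMN3 by -2.88 (SE 0.22).

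In footprints, 11914 genes were tested and 1868 passed the threshold, 1130 higher and 738 lower, with 769 changed at least 2-fold (501 higher, 268 lower). The biological coefficient of variation was 11.5%. The fit of all 8 libraries raised this count most, to 3223 genes, and DESeq2 lowered it most, to 1031. The replicate block gave 2396, with a same-numbered correlation of 0.010. Total-count scaling left 798 higher and 898 lower, so the balance of directions depended on the scaling. NPPB footprints rose from 0.76 ± 0.071 to 210 ± 12.5 CPM (SD, n = 2 each), a log2 fold change of 8.09 (SE 0.22), with 4 and 3 counts in NTC. EDN1 had 0 and 3 footprint counts in NTC, at or under the floor, and 83 and 55 in DROSHA KO. With both NTC libraries set to the floor, its mean level was at least 18.9-fold higher in DROSHA KO. Its log2 fold change was 3.93 without NTC replicate 1 and 9.12 without NTC replicate 2, so the size of the change is imprecise. SERPINB2 changed by -3.65 (SE 0.41) on the log2 scale, from -4.48 to -3.05 when each library was left out, with 3 and 7 counts in DROSHA KO. CYP4X1 changed by -3.23 (SE 0.22) and STMN3 by -2.62 (SE 0.19) on the log2 scale. ZNF354B alone took 12.7% and 8.67% of footprint counts in NTC and 11.8% and 12.1% in DROSHA KO; it was singled out after its values were seen.

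To compare both assays, the 11636 genes tested in both were used. There were 1677 genes past the threshold in both, of which 1054 were higher in both, 617 lower in both and 6 opposite. A further 3447 passed in mRNA only and 154 in footprints only, and a difference between the assays was tested only by the interaction of assay and genotype. Of the 5124 genes past the mRNA threshold, 4799 (93.7%) changed in the same direction in footprints. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.846 and a Spearman correlation of 0.778; over the 6368 genes with a mean of at least 100 counts in both assays, Pearson's value was 0.907.

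**Figure D2:**
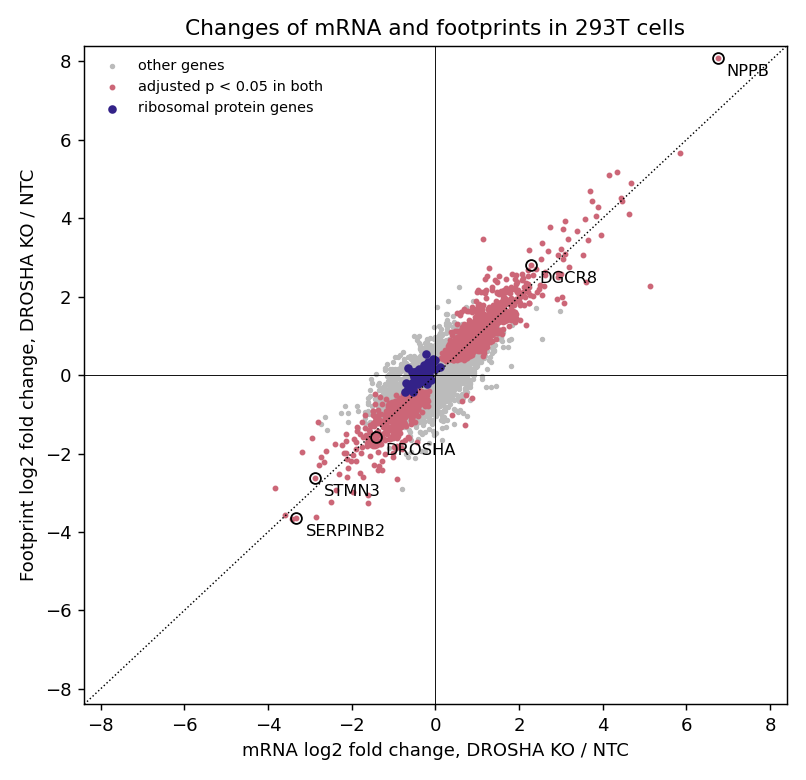
Log2 fold change of footprints (y axis) against that of mRNA (x axis), DROSHA KO over NTC, for 11636 genes of 293T cells; red points passed the threshold in both assays, dark points are ribosomal protein genes and the dotted line marks equal changes. The Pearson correlation across genes was 0.846, and 72 of 73 ribosomal protein genes lay left of 0 in mRNA, with a footprint median of 0.065 (-0.024 under total-count scaling).

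The interaction of assay and genotype then tested whether TE changed. Of 12679 genes, 2 passed the threshold and 801 had an unadjusted p-value under 0.05. H2BC12 changed by -1.22 (SE 0.12), with an adjusted p-value of 0.0028, and H1-2 by -1.27 (SE 0.15), with an adjusted p-value of 0.014, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both are histone genes, whose near-identical copies may share reads and whose mRNAs mostly lack poly(A) tails, so both are uncertain. The count moved most without a filter, to 64 genes. With the replicate number as a block 1 gene passed. With the block nested in genotype 0 genes passed, while 483 had an unadjusted p-value under 0.05. Same-numbered NTC footprint and mRNA-seq libraries had a correlation of deviations of -0.20, against -0.0039 in DROSHA KO; with the NTC mRNA-seq numbers crossed in the nested block, 7 genes passed.

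The ribosomal protein set, 73 genes, had a median TE change of 0.40 on the log2 scale, and all 73 lay above 0 under TMM (camera p-value 1.1e-26). Its median was -0.32 in mRNA, with 72 of 73 below 0 (camera p-value 4.6e-12), and 0.065 in footprints (camera p-value 0.645), which was -0.024 under total-count scaling. With the replicate number as a block the TE median was 0.40 (camera p-value 5.4e-24), with the same-numbered correlations of -0.20 in NTC and -0.0039 in DROSHA KO. The median without replicate 2 was 0.285. Camera took a fixed inter-gene correlation of 0.01. If ribosomal protein genes vary together between libraries more than this, its p-values are too small. How reads shared with ribosomal protein pseudogenes were counted is not stated.

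In mouse muscle, the level of each gene in footprints was compared with its level in mRNA-seq. Of 13235 genes, 8973 passed the adjusted threshold, and 4552 of these also had an absolute log2 value of at least 1, with 1883 higher and 2669 lower in footprints. The log2 values from the 5th to the 95th percentile ran from -2.68 to 1.78. Total-count scaling shifted the median of all genes by -0.37 and gave 1121 higher and 3872 lower, so directions are relative to the TMM centre. The replicate block gave 4568 genes, and same-numbered libraries had a mean correlation of deviations of 0.096, against -0.048 for other numbers. ENSMUSG00000077323 had the highest value, 8.34 (SE 0.18), rising from 7.89 ± 0.56 CPM in mRNA-seq to 2563 ± 467 CPM in footprints (SD, n = 3 each). ENSMUSG00000098178 followed at 6.32 (SE 0.27). ENSMUSG00000064363 had the lowest value, -6.88 (SE 0.17), with 14665 ± 1842 CPM in mRNA-seq and 125 ± 5.17 CPM in footprints (SD, n = 3 each), and ENSMUSG00000064341 was at -6.47 (SE 0.17). The most abundant footprint gene, ENSMUSG00000064339, took 13.3%, 22.6% and 19.4% of footprint counts, and leaving it out gave 4582 genes. Without gene names, mitochondrially encoded genes and non-coding RNA could not be told from other genes among these IDs. Their extreme values are therefore not read as a measure of translation.

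**Figure D3:**
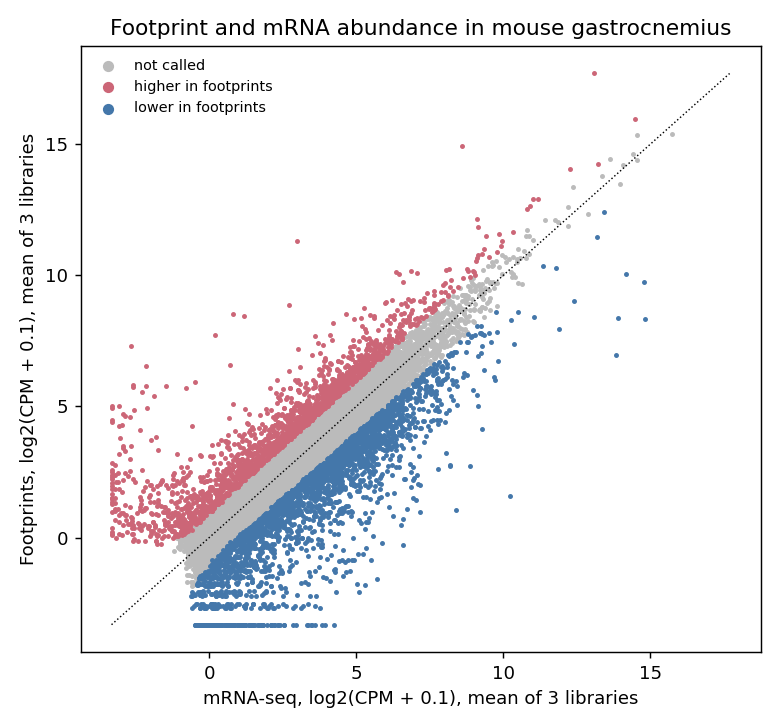
Mean footprint level (y axis) against mean mRNA-seq level (x axis) in mouse gastrocnemius, both as log2(CPM + 0.1) over 3 libraries, for 13235 genes; coloured points passed the adjusted threshold with an absolute log2 value of at least 1 and the dotted line marks equal levels. There were 1883 genes higher and 2669 lower in footprints.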

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

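Apart from leaving out a replicate number, all tests of explanations here were chosen after the pattern was seen, and the comparison of ribosomal protein footprints with all genes was also chosen after its values were seen.

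The ribosomal protein set stood out because its mRNA and footprint changes differed, with a median TE change of 0.40 (0.303 under total-count scaling). Its median lay at the percentile 100 of 10000 lists matched on mRNA abundance in 20 bins. Abundance at the scale of these bins did not account for the TE change, but a bias within a bin was not excluded. The lowest median with a replicate number left out was 0.285, so neither number alone carried the TE change. Relative to all genes the footprint median was 0.072 while mRNA fell; this restates the pattern and does not separate explanations. To test a loss of short mRNAs from the DROSHA KO mRNA-seq libraries, 85 oxidative phosphorylation subunit genes were examined, and their mRNA median was -0.32 (camera p-value 7.7e-11). This is what such a loss predicts, but their footprint median was -0.23 too (camera p-value 1.5e-05), which a loss limited to mRNA-seq libraries would not give, and their TE median was 0.11 (0.017 under total-count scaling), with 63 of 85 above 0 (camera p-value 0.0034, 0.0054 with the replicate block). A list of other mRNAs with a 5′ terminal oligopyrimidine tract was written from general knowledge before its values were seen, and 13 of its 16 genes were tested. It had a TE median of 0.21 (0.11 under total-count scaling; camera p-value 0.011, 0.016 with the replicate block, 0.023 adjusted over 13 list tests), with 11 of 13 above 0. The mRNA median of this list was -0.19 (camera p-value 0.020, 0.028 with the replicate block, 8 genes past the threshold as lower), and its footprint median was -0.0041 (camera p-value 0.768), so its footprints did not rise either. Higher translation of such mRNAs per molecule is a candidate explanation. A fall of these mRNAs in the mRNA-seq libraries alone, for example a library effect on short mRNAs, is another, and the tests did not separate them. Transcript length, GC content and reads shared with pseudogenes were not tested, so the pattern cannot be told apart from these.

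H1-2 and H2BC12 stood out for the same reason, with TE changes of -1.27 and -1.22. H1-2 mRNA changed by 0.64 and its footprints by -0.67; H2BC12 mRNA changed by 0.74 and its footprints by -0.52. If reads had only moved between near-identical copies, the sum of 41 histone symbols would have changed little beside the mean of these genes, -1.24. The sum changed by -0.71 (edgeR p-value 0.0012), and by -0.81 under total-count scaling, so it fell as well, though only slightly past the limit set for this test, and the sum includes both genes. Single histone genes moved less, with a median TE change of -0.22 and 24 of 38 below 0. The sum of the other 39 symbols changed in TE by -0.39 without passing 0.05 (edgeR p-value 0.058, 0.075 with the replicate block), although it did under DESeq2 size factors (p-value 0.034) and total-count scaling (p-value 0.030). The mRNA of these 39 changed by 0.027 (edgeR p-value 0.722) and their footprints by -0.393 (edgeR p-value 0.035, 0.062 with the replicate block). Their lower TE value therefore lay in footprints, without a detected shift of their polyadenylated mRNA. The TE of their sum did not rise, as reads moving out of both genes would have made it. Moved reads may still account for part of the change. The mRNA-seq libraries were selected for poly(A), so a shift in polyadenylated histone mRNA or in the share of dividing cells could also give this pattern; neither was tested, and no biological explanation is preferred.

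In mouse, the line for reads without a unique alignment lies outside the gene counts. It held 39.3% ± 1.79 of all reads in footprint libraries and 53.1% ± 1.53 in mRNA-seq libraries (SD, n = 3 each), with ranges of 37.7% to 41.3% and 51.4% to 54.2%. Which loci these reads came from is not recorded, and no explanation was tested.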

How the results depend on the processing

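The alternatives chosen after seeing the data were leaving out ZNF354B and ST8SIA1, symbols with several entries or ENSMUSG00000064339, and crossing the NTC mRNA-seq numbers.

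Under DESeq2 the genes past the threshold were 2937 in mRNA (against 5271), 1031 in footprints (against 1868) and 14 for TE (against 2). Without a filter, 64 passed for TE. In footprints, an adjusted threshold of 0.1 gave 2913 and the fit of all 8 libraries 3223. For TE, the replicate block gave 1, its nested form 0 (483 at an unadjusted p-value under 0.05) and the crossed numbers 7. In mouse, at least 10 counts in every library gave 2930 genes and the adjusted p-value alone 8973, against 4552. The fits that each left out 1 mouse replicate gave 4370 to 4638 genes. The correlation of changes was 0.907 with at least 100 counts. The ribosomal protein TE median ran from 0.285 to 0.404 across the fits that each left out a replicate number. The cause was not tested for any of these.

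Total-count scaling moved the share of higher calls from 50.8% to 46.0% in mRNA, from 60.5% to 47.1% in footprints and from 41.4% to 22.5% in mouse, where it shifted the median of all genes by -0.37; no filter shifted it by -0.12.

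DROSHA and DGCR8 mRNA and DROSHA footprints kept direction and significance in every alternative fit that gave a p-value. DICER1 TE reversed to 0.0015 without a filter and 0.00028 in the nested block, and ran from -0.084 to 0.029 across the fits without a replicate number; XPO5 TE ran from -0.19 to 0.079. Both lay near 0 with all libraries. Among 378 recomputed values of 33 named-gene results, 357 kept their direction and, where the fit gave a p-value, their side of the threshold. Fits that left out a human library gave no p-value, so the side of the threshold was not assessed there. Of the other values, 5 were weaker, 12 moved and 4 reversed. The weaker ones included H1-2 TE under the replicate block and H2BC12 TE under its nested form.

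Leaving out a 293T library left an arm with 1 library, so no calls were made there. Not run were the miRNA site sets, the miRNA host set, both mouse gene sets and the alternatives for normalized values, since the files hold counts. The self-test recovered 78.5% of 2-fold TE changes in genes with a mean of at least 50 counts. Smaller changes and changes at lower counts were not simulated.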

Other observations

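Apart from leaving out a replicate number and the splits of the mouse libraries, all tests here were chosen after the pattern was seen; the test of ZNF354B and ST8SIA1 and the comparisons of the let-7 and miR-17 lists with the list for other tissues were also chosen after the values they use were seen.

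ZNF354B and ST8SIA1 held far more footprints than their mRNA-seq counts would give. ZNF354B had 725780 and 303538 footprint counts in NTC and 716205 and 619721 in DROSHA KO, against 719, 293, 463 and 441 mRNA-seq counts. Their log2 ratios of footprint to mRNA level were 10.7 and 11.1, the 2 highest of 9785 genes, and the third gene, LINC01145, was at 7.96. Reads of other RNA assigned to these genes are a candidate explanation, which the ratio does not separate from others. The genes were chosen for this pattern, so the ratio shows no more than its size. No biological explanation was tested.

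Known targets of miRNAs were tested to see whether DROSHA loss raised them. Lists were written from general knowledge before their values were seen, after PRTG and NR6A1 had been noticed. The let-7 list rose in mRNA by a median of 0.35 (camera p-value 2.6e-04, 0.0011 adjusted over 13 list tests, 16 of 19 genes higher) and the miR-17 list by 0.17 (camera p-value 0.017, adjusted 0.028, 15 of 21 higher). However, a list of targets of miRNAs of other tissues also rose by 0.23 (camera p-value 0.017, adjusted 0.028, 15 of 20 higher). The camera p-values with the replicate block were 3.2e-04, 0.024 and 0.013. In footprints the let-7 list rose by 0.54 (camera p-value 5.2e-04, adjusted 0.0017, 5.0e-04 with the block) and the miR-17 list by 0.18 (camera p-value 8.0e-04, adjusted 0.0021, 0.0012 with the block). The list for other tissues rose by 0.26 there without passing the threshold (camera p-value 0.051, adjusted 0.066, 0.098 with the block). The lists were compared directly in 4 two-sided permutation tests. The let-7 median exceeded that of the list for other tissues by 0.12 in mRNA (permutation p-value 0.150, adjusted 0.30) and by 0.27 in footprints (permutation p-value 0.067, adjusted 0.267). The miR-17 median differed from it by -0.060 in mRNA (permutation p-value 0.771, adjusted 0.797) and by -0.078 in footprints (permutation p-value 0.797, adjusted 0.797). No difference from the list for other tissues passed the threshold in these tests, so a rise specific to let-7 or miR-17 was not shown, and a general rise of such genes may account for part or all of it.

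A list of YAP target genes, written from general knowledge after CCN1, CCN2 and ANKRD1 had been seen to rise and leaving those genes out, had a median mRNA change of 1.44 (camera p-value 9.4e-09, 3.3e-09 with the replicate block, 6.1e-08 adjusted over 13 list tests). Of the 18 genes tested, 17 were higher, 16 passed the threshold as higher and 1 as lower. This is consistent with higher YAP/TEAD output in the DROSHA KO cells. Cell density at harvest, which could give the same change, and differences between the cell populations were not tested, so the pattern cannot be told apart from these.

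Protein-coding genes that contain an annotated miRNA gene did not rise, with a median mRNA change of 0.035 over 779 genes (camera p-value 0.369, 0.375 with the replicate block). A rise of such host mRNAs as a group was not detected. Cropping and miRNA levels were not measured here, so the result does not show whether cropping was lost. DROSHA mRNA remained at 59.5 CPM against 160 CPM in NTC.

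DGCR8 footprints rose more than its mRNA, with a TE change of 0.55 that did not pass adjustment (unadjusted p-value 0.0014; edgeR). The lowest value with a replicate number left out was 0.36 and the highest 0.72, so neither number alone carried it. No biological explanation was tested.

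In mouse, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many as 4552 genes, the real one; the others gave 0, with 16 to 20 genes at an unadjusted p-value under 0.05. The other splits put both assays into each group, so a low count there was fixed in advance, and with 4 splits a share under 0.05 was not possible. The test therefore says nothing for or against the count.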
